# Single-Cell Transcriptomics Reveals Immune Modulation by Telmisartan in Colorectal Cancer

**DOI:** 10.3390/cells15080729

**Published:** 2026-04-20

**Authors:** Jinxin Li, Decao Yang, Xiaoyue Wang, Runqing Ju, Shaomeng Chen, Jingyi Zhao, Jiaxing Xu, Jiaxin Chen, Jiayu Ye, Baohui Xu, Qianqian Yin, Yan Wang

**Keywords:** telmisartan, colorectal cancer, tumor microenvironment, macrophage, T cell

## Abstract

**Highlights:**

**What are the main findings?**

- **Telmisartan downregulates pro-tumoral macrophage activity:** Single-cell transcriptomics revealed that telmisartan significantly suppresses M2-associated macrophage programs (including *Mrc1* and *Spp1* expression) and inhibits their cell proliferation-related pathways.
- **Telmisartan drives an anti-tumor T cell shift:** Treatment increased the infiltration and proportion of cytotoxic CD8^+^ T cells at the tumor border, reduced regulatory T cell counts, and enhanced MHC class I-mediated antigen presentation.

**What are the implications of the main findings?**

- **Reshaping the immunosuppressive microenvironment:** The dual action of downregulating tumor-promoting macrophages while simultaneously activating cytotoxic T cells demonstrates that telmisartan can structurally improve the tumor immune landscape.
- **Potential for clinical repurposing:** These single-cell mechanistic insights provide a strong rationale for investigating safe, widely available, and cost-effective angiotensin receptor blockers like telmisartan as adjuvants to boost the efficacy of cancer immunotherapies.

**Abstract:**

Telmisartan, an angiotensin II type 1 receptor blocker with established anti-inflammatory and antihypertensive properties, has been reported to inhibit tumor cell proliferation, yet its impact on the tumor immune microenvironment remains poorly understood. In this study, we evaluated the immunomodulatory effects of telmisartan using a syngeneic MC38 colorectal cancer model in C57BL/6 mice. Daily intragastric administration of telmisartan significantly suppressed tumor growth and reduced endpoint tumor weight compared with controls. To elucidate the underlying mechanisms, we performed single-cell RNA sequencing on tumor-infiltrating CD45^+^ immune cells and revealed a macrophage-dominated immune landscape comprising multiple transcriptionally distinct subclusters. Telmisartan broadly downregulated pro-tumoral and M2-associated macrophage programs, including decreased expression of genes such as *Mrc1* and *Spp1*, while also suppressing cell proliferation-related pathways. In contrast to its overall suppressive impact on macrophages, telmisartan increased the proportion of cytotoxic CD8^+^ T cells, reduced regulatory T cell counts, and enhanced major histocompatibility complex class I antigen presentation, consistent with an immune-activating effect. These results indicate that telmisartan reshapes the colorectal tumor immune microenvironment by simultaneously attenuating tumor-promoting macrophage activity and augmenting cytotoxic T cell responses. Overall, this study provides a single-cell framework to understand how angiotensin receptor blockade reshapes tumor-infiltrating immune programs, highlighting the translational potential of repurposing telmisartan for novel cancer immunotherapy strategies.

## 1. Introduction

Colorectal cancer (CRC) remains a global health challenge, ranking as the third most common malignancy and the second leading cause of cancer-related mortality worldwide [1]. Current clinical strategies, including surgery, radiotherapy, chemotherapy, and emerging technologies such as immunotherapy and targeted therapy, have significantly advanced patient care [2,3,4,5]. Despite this progress, overall prognosis remains highly dependent on stage at diagnosis. For patients with distant metastases, 5-year survival rates are below 20% in both the United States and Japan [6,7]. Moreover, classical chemotherapy regimens are frequently associated with common adverse effects, such as paresthesia and neutropenia, and the associated costs often exceed $10,000 [8,9]. Therefore, exploring novel therapeutic agents, particularly the repurposing of widely used, safe, and inexpensive drugs to enhance efficacy while reducing side effects and costs, represents a promising prospect for advancing colorectal cancer treatment.

Angiotensin II (Ang II), the principal effector peptide of the renin–angiotensin–aldosterone system, is best known for its roles in blood pressure regulation and fluid homeostasis. Beyond these cardiovascular functions, mounting evidence implicates Ang II signaling in tumorigenesis and metastasis [10,11]. The Ang II type 1 receptor (AT1R) is expressed on multiple cancer cell types, including colorectal cancer cells [12], and activation of the Ang II-AT1R axis promotes expression of pro-angiogenic and pro-proliferative factors such as vascular endothelial growth factor, angiopoietin-2, fibroblast growth factors and platelet-derived growth factor [13].

Since the approval of losartan in 1995, AT1R blockers (ARBs) have undergone substantial development and have become cornerstone therapies in the management of hypertension [14]. In recent years, the potential antitumor effects of ARBs have garnered increasing attention, with telmisartan emerging as a representative candidate. Preclinical studies report that telmisartan inhibits growth of various tumors in vitro and in vivo [15,16,17,18], and it exerts antiproliferative and pro-apoptotic effects in colorectal cancer cell lines [19,20,21]. In addition to AT1R antagonism, telmisartan acts as a partial agonist of peroxisome proliferator-activated receptor γ (PPARγ), a nuclear receptor implicated in tumor biology and chemosensitivity [22]. Notably, some antitumor effects of telmisartan have been attributed to its PPARγ-modulating activity rather than AT1R blockade [23].

Despite extensive work on telmisartan’s direct effects on tumor cells and angiogenesis, its impact on the tumor immune microenvironment remains under-explored. Immune dysfunction contributes substantially to colorectal cancer pathogenesis: chronic intestinal inflammation elevates CRC risk and shapes a tumor-promoting microenvironment [24]. Specifically, Ang II signaling has been reported to promote cancer-associated extramedullary hematopoiesis and drive the generation of tumor-promoting macrophages [25]. Moreover, other ARBs such as valsartan and candesartan (the chemical structural formulas of telmisartan, valsartan, and candesartan are provided in Figure S1) have been shown to augment antitumor immunity mediated by T cells and macrophages and to sensitize tumors to checkpoint blockade in preclinical models [26,27]. Mechanistically, the blockade of the AT1R axis deprives tumor cells of crucial pro-angiogenic and proliferative signals, while the immunomodulatory properties of these structures simultaneously alleviate the immunosuppressive microenvironment, rationalizing their repurposing for colorectal cancer therapy.

On the basis of these observations, we hypothesized that telmisartan may exert antitumor effects in CRC in part by reshaping the tumor immune microenvironment. To test this hypothesis, we established a syngeneic murine colorectal cancer model and applied single-cell RNA sequencing (scRNA-seq) to comprehensively profile immune populations within tumors following telmisartan treatment. Our aim was to define telmisartan-induced immune changes at single-cell resolution and to identify potential immunomodulatory mechanisms, ultimately providing a strong rationale for repurposing this widely used antihypertensive drug to enhance current cancer immunotherapies.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

MC38 cells were obtained from the American Type Culture Collection. The culture conditions were identical to those described in our previous study [28]. Briefly, the cells were maintained in basic Dulbecco’s Modified Eagle Medium supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, 1% Non-Essential Amino Acids, 1% sodium pyruvate, 1% 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, and 1% glutamine. All cell lines were mycoplasma-negative and used within 10 passages.

### 2.2. Tumor Model and Telmisartan Administration

Female C57BL/6 mice (6–8 weeks) were purchased from Beijing Vital River Laboratory (Beijing, China). All animal protocols were approved by the Animal Care and Use Committee of Peking University and all mice were housed in specific-pathogen-free conditions. MC38 cells (5 × 10^5^) were implanted subcutaneously into the mice (n = 10/group) Five mice per group were allocated for scRNA-seq, and the remaining five were used for IHC. Treatment with telmisartan (5 mg/kg) or vehicle was initiated at the time of implantation and administered intragastrically daily. The dose and schedule were chosen based on previous reports [29,30]. Tumor growth was measured using calipers every 2–3 days. Tumor size was calculated as 0.5 × Length × Width^2^. Tumors were harvested from euthanized mice on the 13th day of the experiment.

### 2.3. Immunohistochemistry

Paraffin-embedded tumor sections (4 μm) were subjected to heat-induced antigen retrieval and stained using standard biotin-streptavidin-peroxidase protocols. Sections were incubated overnight at 4 °C with primary antibodies against CD8 [Cat#: GT211229, Gene Tech, Shanghai, China], CD206 [Cat#: 60143-1-lg, Proteintech, Rosemont, IL, USA], and CD31 [Cat#: 77699S, Cell Signaling, Danvers, MA, USA]. Detection was performed using biotinylated secondary antibodies followed by a DAB substrate kit [Cat#: 550880, BD Bioscience, Franklin Lakes, NJ, USA], with hematoxylin counterstaining. Positively stained cells were quantified in five randomly selected high-power fields per section using the National Institutes of Health’s ImageJ software (version 1.49, https://imagej.net/ij/). The tumor border was defined as the region adjacent to the margin of the tumor tissue, while the tumor core represented the central region of the tumor mass.

### 2.4. Flow Cytometry

Subcutaneous tumor tissues were harvested and isolated into single cells using a tumor dissociation kit for mouse tissues (Cat#: 130-096-730, Miltenyi, Bergisch Gladbach, Germany). The resulting single-cell suspension was washed with PBS and stained with Calcein AM (Cat#: 564601, BD Bioscience) and anti-CD45 antibodies [Cat#: 103106, Biolegend, San Diego, CA, USA]. Live CD45^+^ immune cells were isolated by FACS.

### 2.5. Single-Cell RNA Sequencing

Isolated CD45^+^ immune cells from five mice in each group were pooled for scRNA-seq. To distinguish between the drug-treated and control groups, sorted cells from each group were labelled with distinct BD Mouse Immune Single-Cell Multiplexing Sample Tags (Cat#: 633793, BD Bioscience) according to the manufacturer’s instructions. After washing, the labelled cells were pooled together for subsequent capture. Single-cell libraries were constructed using the BD Rhapsody™ Single-Cell Analysis System (BD Biosciences) following the manufacturer’s instructions. Briefly, the pooled single-cell suspension was loaded into a BD Rhapsody™ Cartridge (Cat#: 633733, BD Bioscience) to capture single cells with Cell Capture Beads in microwells. Cells were lysed, and poly-A mRNA, along with Sample Tag oligos, were captured onto the beads via hybridization. The beads were then retrieved magnetically, and cDNA was synthesized via reverse transcription. Following Exonuclease I treatment to remove unbound oligos, the library preparation was divided into two workflows: (1) For Whole Transcriptome Analysis, the cDNA underwent Random Priming and Extension followed by PCR amplification; (2) For Sample Tag library generation, the tagged sequences were specifically amplified using Sample Tag PCR primers. Both libraries were indexed using Illumina-compatible P5 and P7 sequences, purified using AMPure XP magnetic beads, and quantified using a Qubit Fluorometer prior to sequencing. The resulting libraries were sequenced on the NovaSeq 6000 (Illumina, San Diego, CA, USA) with a paired-end read length of 2 × 150 bp, targeting approximately 20,000 reads per cell for the WTA library and 600 reads for the Sample Tag library. Raw sequencing data were processed using the BD Rhapsody™ WTA analysis pipeline (version 1.11) for cell barcode and UMI counting, followed by standard quality control and downstream analyses using Seurat.

### 2.6. ScRNA-Seq Analysis

ScRNA-seq data were processed via the “Seurat” package (version 5.3.0) in R (version 4.5.1). Low-quality cells were excluded on the basis of the following criteria: feature counts < 150 or >5000, and percent mitochondrial read >20%. Data normalization was performed via the “NormalizeData” function, and scaling was achieved via the “ScaleData” function. Doublets were identified and removed via the “DoubletFinder” package (version 2.0.4). Dimensionality reduction was performed using uniform manifold approximation and projection (UMAP) for visualization, and clustering was performed using Seurat’s “FindNeighbors” function; the optimal clustering resolution was selected with the “clustree” package (version 0.5.1). Due to the confounding effects of abundant macrophage infiltration, which led to the ubiquitous expression of macrophage markers across all clusters, we adopted the following strategy: non-macrophage populations were identified first using canonical marker genes: T cells (*Cd3d*, *Cd3g*, *Skap1*, and *Gimap*) [31], dendritic cells (*Flt3*, *Zbtb46*, and *Kit*) [32,33], and neutrophils (*Cxcr2*, *S100a8*, *S100a9*, and *Csf3r*) [34] (Figure S2). 

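Macrophage transcripts were found in every rebuilt cluster. Between 7 and 11 of the 11 macrophage or monocyte markers chosen for naming were detected in each of the 11 clusters of the 8969 cells kept here. *Lyz2* had a UMI in 7915 of 8046 macrophage-like cells (98.4%), 578 of 667 dendritic-like cells (86.7%), 135 of 182 T-like cells (74.2%) and 52 of 74 neutrophil-like cells (70.3%). Its level set the classes apart more clearly, with 10517 CPM in macrophage-like cells and 2064 in T-like cells. *C1qa* had a UMI in 51.2% of macrophage-like cells (exact Clopper-Pearson 95% interval 50.1 to 52.3%), 17.5% of dendritic-like cells (14.7 to 20.6%), 15.4% of T-like cells (10.5 to 21.5%) and 4.05% of neutrophil-like cells (0.844 to 11.4%). Median depth was 7573.5 UMIs per cell in macrophage-like, 6979 in dendritic-like, 3264.5 in T-like and 1796 in neutrophil-like cells, so the shares are not compared between the classes.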

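Over the 8969 kept cells, *Cd79a* had 9 UMIs, in 9 cells (0.100%, 95% interval 0.0459 to 0.190%). *Klrb1c* had 60 UMIs in 41 cells (0.457%) and *Ncr1* had 20 UMIs in 15 cells (0.167%). Within the T-like cells, *Klrb1c* was found in 9 of 182 cells (4.95%, 2.29 to 9.18%), against 30 of 8046 macrophage-like cells (0.373%, 0.252 to 0.532%), although T-like cells were shallower. No cluster was named B cell-like or NK cell-like.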

Other common immune populations, including B cells (*Cd79a* and *Cd19*) and Natural Killer cells (*Klrb1c* and *Ncr1*) were also screened, but the expression of these markers was essentially negligible in our dataset (Figure S2). Cells not assigned to these populations were classified as macrophages based on high expression of *Adgre1*, *Cd86*, and/or *Mrc1* [34]. To elucidate functional characteristics of these cell populations, GO analysis and GSEA were performed via the “GSEABase” package (version 1.70.0) and “clusterProfiler” package (version 4.16.0). Cell–cell communication analysis was accomplished using the “CellChat” package (version 2.2.0). Trajectory analysis was performed via the “monocle3” package (version 1.4.26).

### 2.7. Statistical Analysis

SPSS software 27.0.1 (IBM, Chicago, IL, USA) and GraphPad Prism 9.3 (GraphPad Software, San Diego, CA, USA) were used to conduct the statistical analyses and visualization. Data are presented as mean ± SEM. Student’s *t*-test was used for two-group comparisons, and two-way repeated measures ANOVA was used for two-factor models. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Telmisartan Inhibits the Growth of MC38 Colorectal Tumors In Vivo

The antitumor efficacy of telmisartan was evaluated in vivo using a syngeneic murine colorectal cancer model. MC38 cells were subcutaneously implanted into C57BL/6 mice. To simulate the clinical usage of telmisartan as an oral medication, mice were randomized to receive daily intragastric (i.g.) gavage of either vehicle control or telmisartan, with measurements starting on day 4 (Figure 1A). At the experimental endpoint (day 13), tumors from the telmisartan-treated group were visibly smaller than those from the control group (Figure 1B). This was confirmed by endpoint tumor weight, which was significantly reduced in the telmisartan-treated group compared to the control group (Figure 1C). Longitudinal monitoring of tumor volume demonstrated that telmisartan significantly suppressed the tumor growth rate, with significant differences emerging at specific time points (Figure 1D). A two-way repeated measures ANOVA confirmed a significant interaction between treatment and time, indicating that the suppressive effect of telmisartan on tumor size became more pronounced over time. We also monitored body weight to assess potential systemic toxicity. Intriguingly, telmisartan treatment led to a significantly lower body weight compared to the control group (Figure S3). To account for this difference, we analyzed the tumor size to body weight ratio. Although stringent post hoc multiple comparisons at single time points did not reach statistical significance, the overall longitudinal trajectory of this ratio remained significantly lower in the telmisartan-treated group, as confirmed by the two-way ANOVA (Figure 1E). This further supports the potent anti-tumor efficacy of telmisartan independent of body weight changes.

### 3.2. Macrophages Dominate the Tumor Immune Microenvironment and Exhibit High Heterogeneity

Given the established anti-proliferative effects of telmisartan on tumor cells [15,19,21], we hypothesized that its efficacy might involve modulating the tumor immune microenvironment. Therefore, we performed scRNA-seq on CD45^+^ immune cells isolated from both control (C) and telmisartan-treated (T) tumor tissues by fluorescence-activated cell sorting (FACS) to characterize the immune landscape (Figure 2A). 

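The deposited data comprise 1 single-cell capture on the BD Rhapsody system, in which cells settle in microwells with barcoded beads. It held 1 pool of cells from 5 control mice and 1 pool from 5 mice given telmisartan at 5 mg/kg daily, with tumors harvested on day 13. Each pool was marked with its own Sample Tag, an antibody-bound oligonucleotide read in a separate library. The authors counted UMIs on mouse genome GRCm38 with GENCODE M19 genes, intronic reads included, using the BD pipeline and its RSEC correction of UMI errors. The deposited values are these UMI counts without normalization, for 20726 putative cells before any quality filter. They sum to 107214449 UMIs, a mean of 5173 per putative cell, and the Sample Tag library gives a median of 231 reads per cell. The depths that the paper states are targets in reads per cell, whereas gene expression here rests on UMIs.

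With 1 pooled sample per group there are no replicates, so no test between the groups was possible. Intervals are 95% intervals for counting error alone. They are exact Poisson intervals for UMI sums, exact Clopper-Pearson intervals for shares of cells and exact conditional binomial intervals for log2 ratios. Differences between mice, or in the handling of the pools, are not covered.

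A cell was given to a group when at least 75% of at least 10 Sample Tag reads were on that group's tag. This gave 8738 control cells with 54619115 UMIs and 10222 telmisartan cells with 42401764 UMIs. A further 1580 cells were split between tags and 186 had too few tag reads, and these were left out. Of the control cells, 5078 (58.1%) had 150 to 5000 genes and at most 20% mitochondrial UMIs, the limits of the paper, and of the telmisartan cells 4833 (47.3%) did. Scrublet's automatic threshold marked 0 cells and was taken not to have worked. The 942 cells with the highest Scrublet scores (9.51%) were removed in its place, the share of same-tag doublets that the Sample Tag multiplets predict. This takes every cell split between tags as a doublet. Such cells within the limits were no deeper than single cells (medians of 7311 and 7682 UMIs), so the share is uncertain and may be too high. The 4542 control cells kept hold 41749107 UMIs, with a median of 8707 UMIs and 2680 genes per cell. The 4427 telmisartan cells kept hold 30905818 UMIs, with a median of 6350 UMIs and 2201 genes per cell. Because telmisartan cells were shallower, expression is given as CPM (UMIs per 1000000 UMIs of the same cells) unless stated otherwise. Cell types were rebuilt from clusters, so a difference from the paper may come from the rebuilt names.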

Following stringent quality control, normalization, and scaling, four major cell types were defined (Figure 2B and Figure S4). 

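Clustering in Seurat gave 11 clusters, which fell into 4 classes by marker genes fixed beforehand. The 182 T-like cells had *Trac* UMIs in 145 cells (79.7%, 95% interval 73.1 to 85.3%). In comparison, 134 of the 8046 macrophage-like cells had one (1.67%, 1.40 to 1.97%) despite their greater depth. *Flt3* was found in 196 of 667 dendritic-like cells (29.4%, 26.0 to 33.0%) and in 72 macrophage-like cells (0.895%). *Cxcr2* was found in 34 of 74 neutrophil-like cells (45.9%, 34.3 to 57.9%) and in 65 macrophage-like cells (0.808%). T-like cells made up 70 of the 4542 control cells (1.54%, 1.20 to 1.94%) and 112 of the 4427 telmisartan cells (2.53%, 2.09 to 3.04%). Dendritic-like cells made up 366 (8.06%, 7.28 to 8.89%) and 301 (6.80%, 6.08 to 7.58%), and neutrophil-like cells 50 (1.10%, 0.818 to 1.45%) and 24 (0.542%, 0.348 to 0.806%). The cells of each group came from 1 pool, so these shares carry no measure of variation between mice.

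A dendritic-like cluster of 467 cells had 9995 *H2-Eb1*, 14430 *H2-Ab1* and 2014 *Il1r2* CPM, the genes by which the paper labels macrophage_H2I. It was named from 5 dendritic markers above the other cells and 1 among its leading genes, and it stayed outside the macrophages in the values reported.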

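Of the 8969 kept cells, 8046 were macrophage-like (89.7%, 95% interval 89.1 to 90.3%). The share was 89.3% in control (4056 cells, 88.4 to 90.2%) and 90.1% in telmisartan-treated tumors (3990 cells, 89.2 to 91.0%). With the *H2-Eb1*-high dendritic-like cluster counted as macrophages, it came to 94.9%. With the macrophage-like cluster of the lowest UMI counts left out of all cells it came to 87.0%, and with that cluster counted as cells other than macrophages to 68.7%. That cluster held 1880 cells, whose median UMI count was 0.368 of the median of their own group (0.295 in control and 0.417 in telmisartan cells). These settings were chosen after the clusters had been seen.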

Notably, macrophages accounted for over 70% of all immune cells, indicating a macrophage-dominated microenvironment. Furthermore, canonical marker analysis indicated that all identified macrophages were monocyte-derived rather than tissue-resident (Figure S5) [35,36,37]. 

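In macrophage-like cells, *Ccr2* had 605 CPM in control and 475 in telmisartan-treated tumors. *Itga4* had 99.0 and 81.8, and *Ly6c2* 76.4 and 195, which gave a log2 ratio of 1.35 (95% interval 1.29 to 1.42) for *Ly6c2* while *Ccr2* (-0.35) and *Itga4* (-0.28) fell. Of the tissue-resident markers chosen here, *Siglec1* had 808 UMIs in control and 889 in telmisartan-treated macrophages. *Timd4* had 18 and 12, *Lyve1* 19 and 23, and *Vsig4* and *Marco* 2 and 5 each. Summed over both groups, the monocyte-derived genes ranged from 329 to 1311 CPM across the 7 macrophage subclusters, and the tissue-resident genes from 10.3 to 60.4. The lowest monocyte-derived and the highest tissue-resident sum were in the same subcluster, the one closest to macrophage_CFF.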

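The 8046 macrophage-like cells were clustered again in Seurat with 30 principal components. On a grid of 0.05, no resolution gave 6 clusters, and the first with at least that many (0.45) gave 7. On a finer grid of 0.01, tried after this had been seen, a resolution of 0.44 gave 6. The 7 subclusters held 1856, 1683, 1507, 1164, 884, 867 and 85 cells.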

Next, these macrophages were extracted and partitioned into six subclusters. 

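Subclusters were matched to labels by the CPM of the 3 genes that each label names. Subcluster 1 was closest to macrophage_CVL, subcluster 2 to macrophage_CSI, subcluster 3 to macrophage_CFF, subcluster 4 to macrophage_RSP and subcluster 6 to macrophage_CFS. Subcluster 4 also had the highest score for the genes of macrophage_H2I, which no subcluster matched on its own. Subcluster 5 was set apart by proliferation genes such as *Top2a* and *Mki67*, and subcluster 7 by few cells. Neither had the highest score for any label. Subcluster 1 scored nearly as high for macrophage_CFS (0.91) as for macrophage_CVL (0.96). None of the 3 genes of macrophage_CVL was among its 10 leading genes, and 1 of macrophage_CFS was (*Slpi*), so all are referred to by number.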

For concise referencing, we assigned descriptive labels reflecting each cluster’s top three differentially expressed genes: macrophage_CFF (*Cbr2*^+^ *Fcrls*^+^ *Folr2*^+^), macrophage_CVL (*Cd24a*^high^ *Vcan*^high^ *Lilra6*^high^), macrophage_H2I (*H2-Eb1*^high^ *H2-Ab1*^high^ *Il1r2*^high^), macrophage_RSP (*Rsad2*^+^ *Slfn4*^+^ *Plac8*^+^), macrophage_CFS (*Cxcl3*^+^ *F3*^+^ *Slpi*^+^), and macrophage_CSI (*Cxcl9*^+^ *Serpina3g*^+^ *Iigp1*^+^) (Figure S6). Surprisingly, the distribution of these macrophage subclusters did not show a significant difference between the telmisartan-treated and control groups (Figure 2C), suggesting that telmisartan’s effect might be transcriptional rather than compositional. 

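A comparison of cluster sizes needs clusters whose defining genes do not themselves differ between the groups. The 10 leading genes of each subcluster were compared between groups, inside and outside the subcluster, with random gene sets of like expression. In 6 of 7 subclusters they differed in at least 1 of these places, so the sizes of those subclusters are not compared. This is no agreement with the paper, since the sizes of several of them were not alike in the 2 groups. The exception was subcluster 5, with 475 of 4056 control macrophages (11.7%, 95% interval 10.7 to 12.7%) and 409 of 3990 telmisartan-treated macrophages (10.3%, 9.33 to 11.2%). In subcluster 2, the median log2 ratio of the leading genes was -0.01 inside and -0.33 outside. In subcluster 4 it was -0.06 inside and 0.96 outside. That sizes would not be compared in such a case was set beforehand, whereas the way to measure it was chosen after all the sizes had been seen. The distance between the groups over all the subcluster shares, chosen beforehand as the measure of composition, is for that reason not given.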

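The gene sets of Gene Ontology were not used here, and short lists written beforehand stood in for a few of the terms. The hypoxia list (*Bnip3*, *Slc2a1*, *Ero1l*, *Ndrg1*, *Egln3*, *Adm*, *Vegfa*, *Pgk1*, *Ldha*, *Hk2*, *P4ha1* and *Hilpda*) had 11759 CPM in subcluster 6, closest to macrophage_CFS (95% interval 11651 to 11867). Its next highest value was 6201, in subcluster 1 (6164 to 6238). No list stood for phagocytosis, ribosome biogenesis or pattern recognition.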

Functional annotation of enriched Gene Ontology (GO) terms revealed high heterogeneity among the macrophage subclusters: macrophage_CFF was associated with endosomal transport and phagocytosis, macrophage_CVL with ribosome biogenesis and active translation, macrophage_H2I with major histocompatibility complex (MHC) Class II assembly and antigen presentation, macrophage_RSP with immune response activation and pattern recognition, macrophage_CFS with response to hypoxia and chemotaxis, and macrophage_CSI with immune response and antigen presentation (Figure 2D). 

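The chemotaxis list (*Cxcl1*, *Cxcl2*, *Cxcl3*, *Ccl2*, *Ccl3*, *Ccl4* and *Ccl7*) had 20737 CPM in subcluster 6 (95% interval 20594 to 20881) and 11432 in subcluster 7 (11152 to 11718), the next highest. *Cxcl3* is also among the genes that set subcluster 6 apart. The monocyte list (*Ly6c2*, *Ccr2*, *Vcan*, *Plac8*, *Chil3* and *F13a1*) had 2644 CPM in subcluster 4 (2592 to 2696), the highest of the 7, and 2164 in subcluster 6 (2118 to 2211), the second. *Plac8* is a gene of the macrophage_RSP label, to which subcluster 4 was closest. Pseudotime was not computed here.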

Finally, trajectory analysis was performed using Monocle3 and macrophage_CFS was selected as the putative root for pseudotime ordering because this subcluster displayed the highest chemotaxis and monocyte-associated signatures (Figure 2D and Figure S6). The analysis indicated that the macrophages differentiated from macrophage_CFS into more functionally distinct end-states, primarily observed in macrophage_CFF, macrophage_H2I, and macrophage_CSI (Figure 2E). This inferred developmental trajectory aligns with the distinct functional programs defined by GO analysis.

### 3.3. Telmisartan Downregulates Tumor-Promoting Signatures and Suppresses the Proliferation-Related Transcriptional Pathways in Macrophages

To further determine the effect of telmisartan on macrophages, we conducted differential gene expression analysis between the two groups across all subclusters (Figure 3A). Strikingly, the expressions of most genes were downregulated in the telmisartan-treated group, as only 4 out of the 601 genes that showed significant differential expression across all subgroups were upregulated. 

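The groups were compared over 11072 genes with at least 100 UMIs in the macrophage-like cells of both groups together (38296821 UMIs in control and 28314383 in telmisartan cells). In CPM, 57.0% of these genes were lower in the telmisartan-treated group and 43.0% were higher. The median log2 ratio was -0.044 (95% interval -0.050 to -0.038, exact on ranks over genes, which are not independent replicates). The quartiles lay at -0.20 and 0.14. Counted as UMIs per cell without scaling for depth, 91.3% of genes were lower and the median log2 ratio was -0.46, the alternative that moved it most. Macrophages had a median of 8995 UMIs per cell in control and 6457 in the telmisartan-treated group. With the mean of ln(1 + UMIs per 10000), the scale of Seurat's NormalizeData, 74.3% of genes were lower and the median was -0.17. Shares of cells with a UMI were lower for 90.9% of genes, and for 55.9% once every macrophage was thinned to 1000 UMIs (4011 control and 3919 telmisartan cells). No gene was called changed, since each group was 1 pool. By size alone, among genes with at least 200 UMIs, the largest falls were in *Mmp9*, *Ccl24*, *Ccl17*, *Tnfsf15* and *Hist1h1d*, from -3.40 to -1.64. The largest rises were in *AC117662.4*, *Tmem88*, *Id3*, *Il10* and *Gm15726*, from 2.78 to 2.24.

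**Figure D1:**
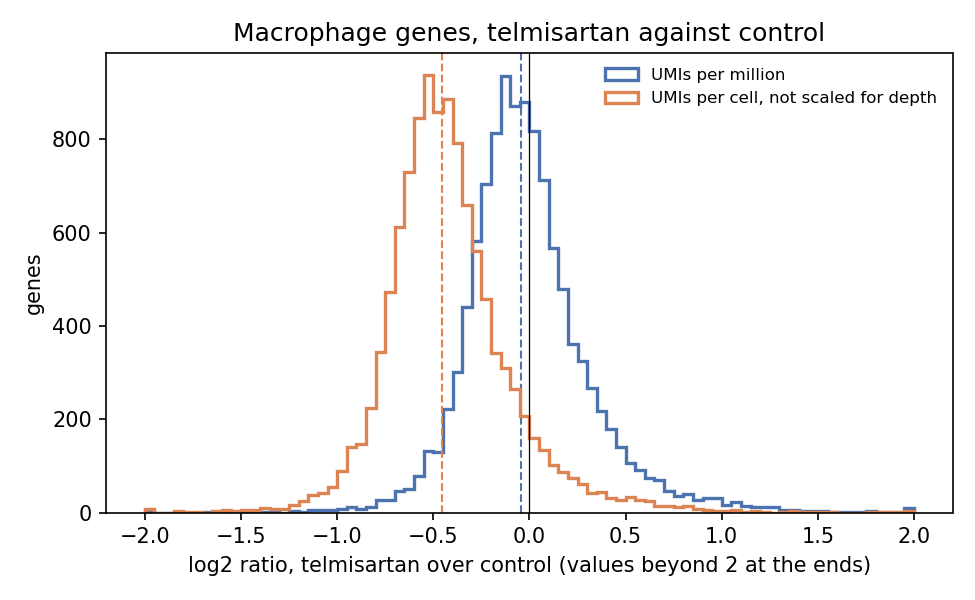
Histogram of the log2 ratio of telmisartan over control in macrophage-like cells for 11072 genes, as CPM (blue) and as UMIs per cell without scaling for depth (orange), with the number of genes on the vertical axis. Dashed lines mark the medians, at -0.044 and -0.46, and ratios beyond 2 in size are drawn at the ends.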

Among the downregulated genes were representative and widely reported pro-tumoral signature markers, such as the M2-like marker *Mrc1* and the osteopontin gene *Spp1* [38,39,40,41]. 

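*Mrc1*, which encodes the mannose receptor CD206 (chromosome 2 of GRCm38, 14229392 to 14332057), had 17691 UMIs in control macrophages (95% interval 17431 to 17954) and 9195 in telmisartan-treated macrophages (9008 to 9385). This is 462 and 325 CPM, a log2 ratio of -0.51 (-0.54 to -0.47). Without scaling for depth the log2 ratio was -0.92, the alternative that moved it most, beside a median of -0.46 over all genes on that scale. *Mrc1* was lower in 6 of the 7 subclusters, with an interval below 0 in 5. Subcluster 7 was the exception, at 0.57 with an interval that includes 0 (26 and 218 UMIs). In cells thinned to 1000 UMIs, *Mrc1* had a UMI in 25.4% of control macrophages (24.1 to 26.8%) and 19.5% of telmisartan-treated macrophages (18.3 to 20.8%). Before thinning it had one in 9 of 70 control T-like cells (12.9%) and 14 of 112 telmisartan-treated T-like cells (12.5%), which should lack it, at median depths of 3912 and 2960.5 UMIs.

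*Spp1* (chromosome 5, 104435118 to 104441050), which encodes the secreted protein osteopontin, had 3536 CPM in control macrophages (3517 to 3555) and 2175 in telmisartan-treated macrophages (2157 to 2192). The log2 ratio was -0.70 (-0.72 to -0.69). On the scale of ln(1 + UMIs per 10000) it was -0.30, beside a median of -0.17 over all genes. *Spp1* was lower in all 7 subclusters, from -1.36 to -0.19, with every interval below 0. In dendritic-like cells it had 195 CPM in control and 120 in the telmisartan-treated group, levels at which RNA from macrophages may be the source.

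**Figure D2:**
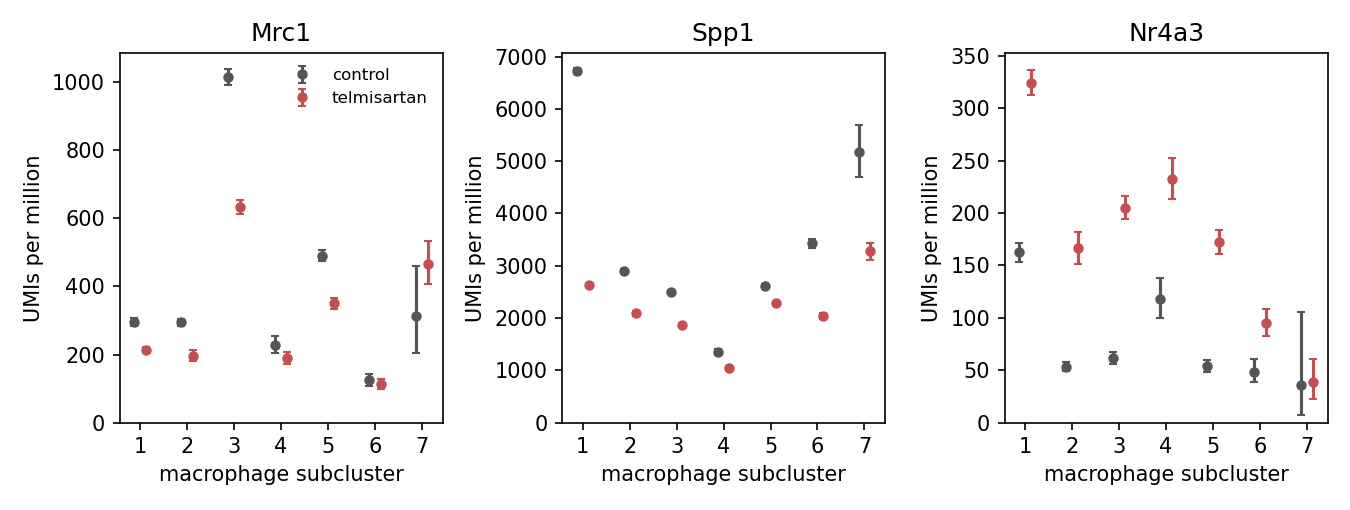
CPM of *Mrc1*, *Spp1* and *Nr4a3* in each of the 7 macrophage subclusters, control in grey and telmisartan in red, with exact Poisson 95% intervals for counting error. *Mrc1* is lower in 6 subclusters with telmisartan and *Spp1* in all 7.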

To validate this finding at the protein level, we performed immunohistochemistry (IHC) for CD206 (the protein product of *Mrc1*). Consistent with the sequencing data, CD206 expression was significantly reduced at the tumor border in the telmisartan-treated group (Figure 3B). However, this difference was not observed in the tumor core (Figure S7). Furthermore, we performed cell–cell communication analysis. The inferred communication probability of the *Ptprc-Mrc1* interaction between all cell types and macrophage_CFF (which exhibited the highest *Mrc1* expression) was markedly lower in the telmisartan-treated group (Figure 3C). 

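The communication value was rebuilt from the formula that CellChat uses, without that package or its database. It is the product of mean log-normalized ligand and receptor levels (triMean, scaled to the largest value of the data), divided by the product plus 0.5. *Mrc1* had 841 CPM in subcluster 3, closest to macrophage_CFF, the highest of the 7 subclusters (95% interval 826 to 856). The next over both groups was subcluster 7, with 443 (389 to 502). In control alone the next was subcluster 5, with 490 CPM against 1016 in subcluster 3. With telmisartan it was subcluster 7, with 466 against 634. From all kept cells to subcluster 3, the *Ptprc*-*Mrc1* value was 0.115 in control (4542 sending and 741 receiving cells) and 0.0820 in the telmisartan-treated group (4427 and 766 cells), a log2 ratio of -0.49. The value has no error, since each group was 1 pool. By sender, the log2 ratio was -0.52 from macrophage-like cells, -0.34 from dendritic-like cells, -0.34 from T-like cells and -1.15 from neutrophil-like cells, the last from 50 control and 24 telmisartan-treated cells. The receptor term was 0.305 in control and 0.241 with telmisartan, and the ligand term 0.213 and 0.185. *Ptprc* (chromosome 1, 138062861 to 138175708) encodes CD45, on which the cells had been sorted.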

Finally, Gene Set Enrichment Analysis (GSEA) revealed that pathways linked to cell proliferation were significantly downregulated in the telmisartan-treated group (Figure 3D). Together with the widespread gene downregulation, this indicates that telmisartan suppresses the overall activity and proliferative capacity of these tumor-associated macrophages.

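The gene sets of the paper's GSEA were not used here. A list of 29 DNA replication genes fixed beforehand (*Mcm2* to *Mcm7*, *Cdc6*, *Cdt1*, the origin recognition complex and others) had 26216 UMIs in control macrophages and 16128 in telmisartan-treated macrophages. This is 685 and 570 CPM, a log2 ratio of -0.27 (95% interval -0.29 to -0.24), with 25 of the 29 genes lower. Without scaling for depth the log2 ratio was -0.68, the alternative that moved it most. The median over the genes of the list was -0.25, lower than all but 0.02% of 10000 random lists matched on expression, a percentile that describes these 2 libraries and is not a test. The 43 S-phase genes of Seurat had a median of -0.19 (percentile 0.02) with 35 lower. The 54 G2/M genes had a median of 0.01 (percentile 89.4), with 28 higher and 26 lower, and the median was below 0 under 5 of 6 other scalings. In dendritic-like cells the medians were 0.03 for DNA replication, 0.17 for S phase and -0.17 for G2/M, and in T-like cells 0.10, -0.05 and -0.05. The medians above 0 for DNA replication and S phase in dendritic-like cells, and for DNA replication in T-like cells, fell below 0 under 4 of 6 other scalings, among them the mean over cells of UMIs per 10000. *Mcm5* had 56.9 CPM in control macrophages (54.6 to 59.4) and 40.7 with telmisartan (38.4 to 43.1).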

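With the telmisartan-treated cells weighted to the control mix, the list's median log2 ratio was -0.16, with 24 of 29 genes lower, and that of the S-phase genes -0.08, with 30 of 43 lower. The G2/M genes rose to a median of 0.07. Subcluster 5 is set apart by proliferation genes and had 1745 CPM of the DNA replication list, against 227 to 500 in the others. Holding its share level takes part of the fall away by construction, so these values do not show whether the mix explains it. The weighting was chosen after the subclusters had been seen. From the gene sets linked to proliferation and the many lower genes, the paper concludes that telmisartan suppresses the activity and proliferative capacity of the macrophages.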

### 3.4. Telmisartan Facilitates the Infiltration of Cytotoxic T Cells and Enhances MHC Class I Antigen Presentation

To investigate the broader impact of telmisartan on the tumor immune microenvironment, we next turned our attention to T cells. 

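The 182 T-like cells were clustered again with 15 principal components, and a resolution of 0.6 was the lowest to give 4 subclusters. Subcluster 1 held 76 cells and had 740 *Prf1* and 1064 *Gzma* CPM. It scored highest both for the genes of the *Prf1*+ CD8+ cells (1.00) and for those of the *Wisp1*+ CD4+ cells (1.17). It was taken as *Prf1*+ because *Prf1* was among its 10 leading genes. It had 439 *Cd4* beside 508 *Cd8a* CPM, so it mixes both kinds of T cells. Subcluster 2 held 62 cells with 747 *Cd8a* and 84.0 *Cd4* CPM. Subcluster 3, with 29 cells, had 319 *Cd4* and no *Cd8a* UMI. Subcluster 4 held 15 cells, with 911 *Ccl12* and 814 *C1qa* CPM, against 418 and 441 in macrophages. Its median Scrublet score was 0.247, and those of the other subclusters lay between 0.0727 and 0.0942. No separate *Wisp1*+ CD4+ subcluster was obtained.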

Four T cells subclusters were identified, including two CD4^+^ and two CD8^+^ subclusters (Figure 4A,B). Specifically, the *Prf1*^+^ CD8^+^ T cell cluster expressed canonical cytotoxic markers (e.g., *Prf1* and *Gzma*), while the *Foxp3*^+^ CD4^+^ T cell cluster expressed classical regulatory T cell markers (e.g., *Foxp3* and *Il10*). 

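*Gzma* and *Prf1* were uneven between cells. In control T-like cells, 1 cell held 69.4% of the 392 *Gzma* UMIs and 1 cell held 26.0% of the 231 *Prf1* UMIs. In telmisartan-treated T-like cells these shares were 38.7% of 155 and 23.8% of 130. Over both groups, *Prf1* (chromosome 10, 61297833 to 61304680) had a UMI in 40 of 182 T-like cells (22.0%, 95% interval 16.2 to 28.7%) and in 16 of 8046 macrophage-like cells (0.199%, 0.114 to 0.323%), although the latter were deeper. *Foxp3* (chromosome X, 7573644 to 7595245) had a UMI in 37 T-like cells (20.3%, 14.7 to 26.9%) and in 24 macrophage-like cells (0.298%, 0.191 to 0.444%). Subcluster 3 had 838 *Foxp3*, 360 *Il10* and 291 *Itgb8* CPM, and at most 189, 195 and 11.5 were found in the other T cell subclusters.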

Compositional analysis revealed a phenotypic shift in the T cell compartment following treatment. The telmisartan-treated group exhibited an increased proportion of *Prf1*^+^ cytotoxic T cells and a concomitant decrease in *Foxp3*^+^ regulatory T cells (Figure 4C). This finding was validated by IHC, which demonstrated a significant increase in the infiltration of CD8^+^ T cells at the tumor border in telmisartan-treated tumors (Figure 4D). However, similar to the findings for macrophages, this difference was absent in the tumor core (Figure S8). 

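In the *Prf1*+ subcluster were 25 of 70 control T-like cells (35.7%, 95% interval 24.6 to 48.1%) and 51 of 112 telmisartan-treated T-like cells (45.5%, 36.1 to 55.2%), a difference of 9.82 percentage points. In the *Foxp3*+ subcluster were 14 control cells (20.0%, 11.4 to 31.3%) and 15 telmisartan-treated cells (13.4%, 7.69 to 21.1%), a difference of -6.61 points. The intervals overlap in both, so neither difference was detectable at this number of cells. The leading genes of all 4 T cell subclusters differed between the groups by the comparison used for macrophages, so these shares give no reading of a change in composition. Counted as T-like cells with a *Prf1* UMI and a CD8 UMI, the difference was 3.57 points (10 of 70 and 20 of 112 cells). Of the alternatives set beforehand, thinning the cells to 500 UMIs moved it most, to 0.179 points (3 and 5 cells). Of 5 pairings of thinning with another alternative, 2 went further. Thinning together with the T cells chosen by Cd3 UMIs gave -0.357 points, and thinning without the removal of likely doublets -0.433 points. The pairings were chosen after the shares had been seen. *Foxp3* had a UMI in 20 control cells (28.6%, 18.4 to 40.6%) and 17 telmisartan-treated cells (15.2%, 9.10 to 23.2%), and in 7 and 6 cells after thinning.

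Over all T-like cells (430148 UMIs in control and 444187 in telmisartan cells), *Cd8a* (chromosome 6, 71373427 to 71379173) had 235 CPM in control (191 to 285) and 513 in the telmisartan-treated group (449 to 584), a log2 ratio of 1.13. *Cd8b1* gave 1.09 (0.70 to 1.48). Under 6 other scalings both stayed above 0, but *Cd8a* fell as low as 0.47 and *Cd8b1* as low as 0.31. *Prf1* was lower in the telmisartan-treated group, with 293 CPM (245 to 348) against 537 (470 to 611), a log2 ratio of -0.88. *Gzma* was also lower, with 349 against 911 CPM, a log2 ratio of -1.38 (-1.66 to -1.11). *Foxp3* had 253 CPM in control (208 to 306) and 171 in the telmisartan-treated group (135 to 214), a log2 ratio of -0.57. The 6 other scalings gave -1.53 to -0.56 for it. *Cd4* gave -0.33, with an interval from -0.70 to 0.03. These intervals assume that UMIs are independent, which the uneven counts between cells do not bear out. On the scale of ln(1 + UMIs per 10000), where single cells weigh less, *Prf1* gave -0.11 and *Gzma* about 0, beside a median of -0.15 over all genes in T-like cells, so neither fell relative to other genes. From these shares and CD8 staining at the tumor border, the paper reasons that treatment shifted the T cell compartment from regulatory to cytotoxic T cells.

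**Figure D3:**
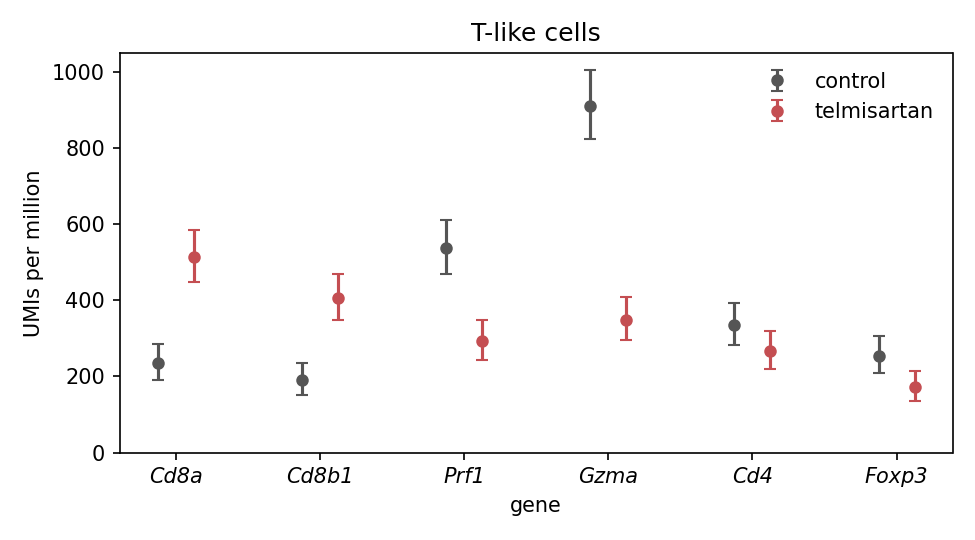
CPM of *Cd8a*, *Cd8b1*, *Prf1*, *Gzma*, *Cd4* and *Foxp3* in T-like cells, control (70 cells) in grey and telmisartan (112 cells) in red, with exact Poisson 95% intervals for counting error. *Cd8a* and *Cd8b1* are higher with telmisartan, and *Prf1*, *Gzma* and *Foxp3* are lower.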

To explore the mechanism driving this cytotoxic T cell response, we investigated cell–cell communication. We found that inferred interactions between dendritic cells (DCs) or macrophages and *Prf1*^+^ cytotoxic T cells, specifically via MHC class I pathways, were substantially upregulated in the telmisartan-treated group (Figure 4E and Figure S9). This suggests that telmisartan may foster a more robust anti-tumor immune response by enhancing DC-mediated antigen presentation to cytotoxic T cells.

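Over 8 class I heavy chain genes (*H2-K1*, *H2-D1*, *H2-Q4*, *H2-Q6*, *H2-Q7*, *H2-T22*, *H2-T23* and *H2-M3*), dendritic-like cells had 5732 CPM in control and 6121 in the telmisartan-treated group. The log2 ratio was 0.095 (95% interval 0.061 to 0.13), and all 8 genes were higher. Without scaling for depth, which lowers all genes alike, it was -0.10 beside a median of -0.24 over all genes in these cells. It was thus 0.14 above the median gene on both scales. In macrophages the sum rose from 4325 to 4973 CPM, a log2 ratio of 0.20 (0.19 to 0.21), again with all 8 genes higher, and it was -0.21 without scaling for depth, beside a median of -0.46. *B2m* gave 0.07 in dendritic-like cells (0.03 to 0.10) and 0.12 in macrophages (0.11 to 0.13). Reads may be shared between class I genes that are alike in sequence, which was not measured here. Values of single genes are therefore less certain than the sum. The rebuilt *H2-K1*-*Cd8a* value from dendritic-like cells to the *Prf1*+ T cell subcluster was 0.0565 in control and 0.161 in the telmisartan-treated group, a log2 ratio of 1.51. It was 0.57 with the mean in place of the triMean. From macrophages it was 0.0512 and 0.148. The ligand term was nearly level (0.399 and 0.411 in dendritic-like cells), and the *Cd8a* term rose from 0.0750 to 0.233, over 25 control and 51 telmisartan-treated T cells. That subcluster mixes both kinds of T cells, with 439 *Cd4* beside 508 *Cd8a* CPM. A larger part of CD8 cells within it would also raise the *Cd8a* term, and this was not tested. Of the 667 dendritic-like cells, 467 were in the *H2-Eb1*-high cluster, which carries the genes of the macrophage_H2I label. The class may therefore differ from the dendritic cells of the paper. From the inferred interactions, the paper proposes that telmisartan strengthens antigen presentation by dendritic cells to cytotoxic T cells.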

## 4. Discussion

Abundant macrophage infiltration is a well-recognized hallmark of the microenvironment of solid tumors, often comprising roughly half of the immune compartment [42], and this proportion was even higher in our model. While macrophages perform essential roles in host defense and immune homeostasis, tumor-associated macrophages (TAMs) frequently acquire immunosuppressive, tumor-promoting phenotypes [43,44]. Importantly, single-cell profiling studies have revealed a continuum of macrophage states that is not fully captured by the traditional binary M1-M2 polarization paradigm, calling that simple classification into question [45]. Nonetheless, canonical M2-associated markers such as CD206 (*Mrc1*) and CD163 remain correlated with adverse outcomes in diverse human cancers and therefore retain practical value for TAM characterization [46,47]. Guided by this rationale, we focused on differential *Mrc1* expression between groups as a tractable readout of telmisartan-associated macrophage changes.

Hypoxia is another defining feature of solid tumors and strongly influences macrophage recruitment and phenotype. Rapid tumor growth and vascular disruption create an imbalance between oxygen supply and demand, producing hypoxic niches that recruit macrophages via semaphorin 3A-neuropilin-1 signaling and retain them through plexinA1/plexinA4-mediated stop signals [48,49]. Hypoxic conditioning then drives macrophages toward tumor-promoting and pro-angiogenic functional programs [50]. This mechanism is reflected in our data: macrophage_CFS showed early migratory characteristics and was highly enriched for hypoxia-responsive pathways, and these hypoxia-associated macrophages expressed elevated levels of established TAM markers like *Spp1*.

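Summed over both groups, *Spp1* had 2638 CPM in subcluster 6, closest to macrophage_CFS (95% interval 2587 to 2690), which placed it 4th of the 7 subclusters. Subcluster 1 had the most, with 4539 CPM (4507 to 4572). Its match to macrophage_CVL is uncertain, since it scored nearly as high for macrophage_CFS and had *Slpi*, a gene of that label, among its leading genes. The rank of subcluster 6 is therefore no firm difference from the paper. Subcluster 7 had 3560 and subcluster 2 had 2757. Within subcluster 6, *Spp1* had 3426 CPM in control and 2042 in telmisartan-treated cells. The rank differed by group. In control, subclusters 1 (6723) and 7 (5174) lay above subcluster 6. With telmisartan, subclusters 7 (3273), 1 (2624), 5 (2288) and 2 (2089) did.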

Despite the limited exploration of telmisartan’s relationship with tumor immunity, its anti-inflammatory properties have been widely documented in inflammatory diseases. In rat models of chronic inflammation, telmisartan exhibits significant anti-inflammatory activity [51]. Chronic inflammation is closely associated with cancer development, particularly in CRC, where inflammatory bowel disease serves as a major risk factor [52]. Numerous oncogenic genes are capable of driving inflammatory responses, while proinflammatory cytokines promote tumor cell proliferation and angiogenesis [53]. Consequently, the tumor microenvironment resembles a chronic inflammatory state that facilitates tumor progression. TAMs play a central role in this process. Their infiltration reflects an inflammatory milieu and contributes to a tumor-promoting environment. Therefore, the overall suppressive effects of telmisartan on macrophages observed in our study likely reflect its anti-inflammatory action, which may also confer benefits in the context of tumor immunity. Intriguingly, despite the general trend toward transcriptional downregulation, the response was not entirely suppressive in the telmisartan-treated group. 

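*Nr4a3* (chromosome 4 of GRCm38, 48045153 to 48086447), a nuclear receptor gene, had 3046 UMIs in control macrophages (95% interval 2939 to 3156) and 6352 in telmisartan-treated macrophages (6197 to 6510). This is 79.5 and 224 CPM, a log2 ratio of 1.50 (1.43 to 1.56). Without scaling for depth it was 1.08, the alternative that moved it most. *Nr4a3* was higher in all 7 subclusters and had an interval above 0 in 6. The exception was subcluster 7, with 3 and 18 UMIs. *Nr4a3* was also higher in dendritic-like cells (1.23, 1.12 to 1.34) and in T-like cells (1.47, 1.09 to 1.85). A rise in each of these classes could come from the drug or from a difference in handling between the pools. With 1 pool per group these cannot be told apart. In macrophages thinned to 1000 UMIs, *Nr4a3* had a UMI in 6.66% of control cells (5.90 to 7.47%) and 16.7% of telmisartan-treated cells (15.5 to 17.9%).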

Among the few upregulated genes, we detected *Nr4a3* (Figure 3A), a transcription factor recently linked to M1-like, antitumor macrophage programs [54]. These findings suggest that telmisartan may induce heterogeneous and multifaceted effects on macrophage phenotypic reprogramming. Because TAMs can also promote tumor progression through angiogenesis, we evaluated vascular changes by IHC for CD31. Surprisingly, it did not reveal significant differences in vessel density or overt sprouting between groups (Figure S10), suggesting that telmisartan’s dominant immunomodulatory impact in our model is through macrophage transcriptional programs rather than alterations in endothelial architecture. However, this could also be attributed to an insufficient experimental duration, which may have precluded the observation of overt vascular effects.

Although macrophages constitute the predominant immune population within the tumor microenvironment, the contribution of T cells is equally crucial. As central mediators of adaptive immunity, T cells are key effectors in antitumor responses, with cytotoxic CD8^+^ T cells serving as primary executors of tumor cell killing. The T cell-enhancing potential of other ARBs such as candesartan has been reported as they increase the frequency of CD8^+^ T cells and decrease that of CD4^+^ Foxp3^+^ regulatory T cells [27]. This observation aligns with our findings that telmisartan enhanced the proportion of cytotoxic T cells and promoted MHC class I antigen presentation. Unlike the predominantly suppressive transcriptional patterns seen in macrophages, telmisartan appears to act on CD8^+^ T cells through distinct, activating mechanisms. Notably, ARBs have been tested as adjuvants to immune checkpoint blockade and have yielded encouraging preclinical outcomes [26,27,55]. These results raise the possibility that telmisartan could be repurposed as a combinatorial agent to potentiate immunotherapy in CRC. However, given the extensive macrophage infiltration and the comparatively low abundance of T cells in our dataset, the strength of our T cell-related conclusions remains limited and requires further validation through targeted experimental approaches.

Although this study reveals the immunomodulatory functions of telmisartan at the transcriptional level, investigations into its underlying mechanisms remain insufficient. As an AT1R blocker and a partial agonist of PPARγ, telmisartan may influence immunity through either or both of these pathways simultaneously. In chronic inflammatory diseases, AT1R signaling has been reported to promote T cell activation and macrophage M1 polarization [56,57]. While our findings appear to present a contrasting picture, other studies within the oncology context have similarly demonstrated that the inhibition of AT1R enhances the induction of tumor antigen-specific CD8^+^ cytotoxic T lymphocytes, suggesting that the precise role of AT1R blockers in tumor immunity warrants careful consideration. Furthermore, the role of PPARγ in tumor immunity is even more complex. In glioma, PPARγ activation can reduce IL-6 expression in astrocytes and exert antitumor functions [23]. Conversely, existing research indicates that the activation of PPARγ in macrophages leads to polarization toward tumor-associated M2 macrophages [58]. Therefore, further studies are necessary to delineate the precise pathways through which telmisartan regulates tumor immunity.

Several other findings in this study also warrant discussion. First, although calculating the tumor volume-to-body weight ratio partially mitigated the effects of body-weight differences, the telmisartan-treated group exhibited a 5% decrease in body weight at the experimental endpoint, in contrast to the 7% increase observed in the control group. This implies the potential presence of confounding factors such as drug toxicity and variations in general health status. Furthermore, because telmisartan administration commenced during the early stages of tumor inoculation—rather than after tumors were established and measurable—the extent to which its antitumor efficacy derives from direct intratumoral activity versus systemic effects remains to be elucidated. Second, significant differences in CD206 and CD8 expression were observed at the tumor border but not in the tumor core. Considering that the expression intensities of both markers were lower in the tumor core compared to the border, this may suggest a preferential accumulation of immune cells at the tumor periphery, reflecting limited penetrance into the central core. Finally, this study utilized a subcutaneous tumor model, which may exhibit distinct immune response patterns and pharmacological sensitivities compared to orthotopic tumor models.

## 5. Conclusions

In conclusion, our study demonstrates that the antihypertensive agent telmisartan exerts potent antitumor effects in a preclinical colorectal cancer model by profoundly reshaping the tumor immune microenvironment. Through high-resolution single-cell RNA sequencing, we revealed that telmisartan elicits a dual immunomodulatory response: it broadly attenuates the immunosuppressive and pro-tumoral transcriptional programs of tumor-associated macrophages while concurrently augmenting the infiltration and activation of cytotoxic CD8^+^ T cells via enhanced antigen presentation. Although the precise molecular mechanisms distinguishing its AT1R-blocking properties from its PPARγ-activating effects necessitate further investigation, our findings highlight the capacity of telmisartan to overcome immune evasion in the tumor periphery. Ultimately, this study provides a compelling preclinical framework for repurposing telmisartan—a safe, accessible, and highly tolerable drug—as a promising combinatorial agent to potentiate the efficacy of modern immunotherapies in colorectal cancer.

## Figures and Tables

**Figure 1:**
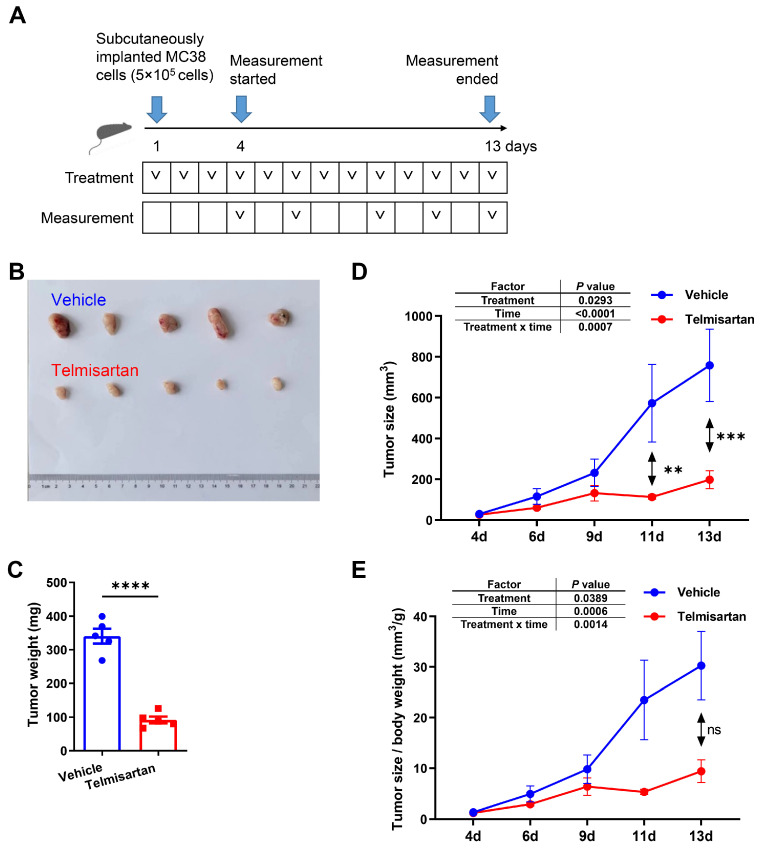
Telmisartan inhibits the growth of MC38 colorectal tumors in vivo (n = 10/group). (**A**) Schematic diagram of the treatment and measurement procedure. C57BL/6 mice were subcutaneously implanted with MC38 cells and received either vehicle or telmisartan intragastrically (i.g.) daily. Measurements were implemented on days 4, 6, 9, 11, 13 and the whole experiment ended on day 13. (**B**) Photo of the harvested tumors of each group at the experimental endpoint. (**C**) Histogram showing the tumor weight of each group at the end of the experiment. A *t*-test was used. (**D**,**E**) Line graphs showing the variation trend of (**D**) tumor size and (**E**) tumor size to body weight ratio of each group during the experiment. The significance of the main effect of the factors was measured using two-way repeated measures ANOVA. Statistical differences between the vehicle and telmisartan groups at specific individual time points were determined using a post hoc Šídák’s multiple comparisons test. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. ns, not significant.

**Figure 2:**
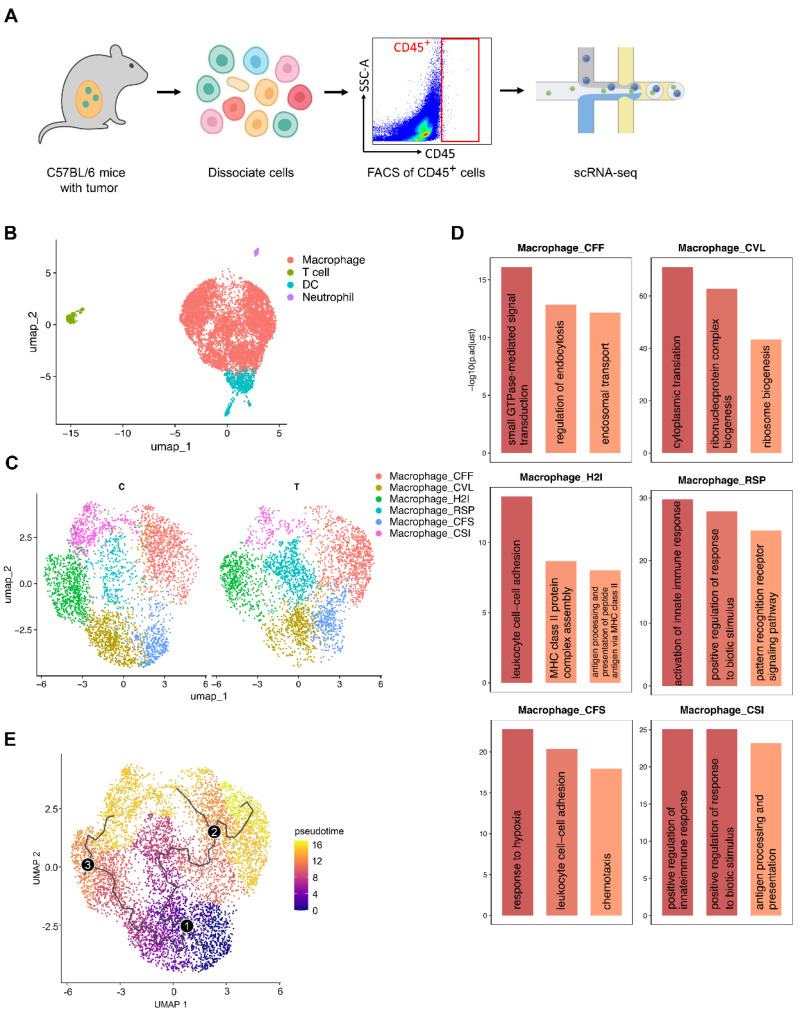
Macrophages dominate the tumor immune microenvironment and exhibit high heterogeneity. (**A**) Flow diagram of cell sorting and single-cell RNA sequencing (scRNA-seq). Cells within the harvested tumors were dissociated for flow cytometry. CD45^+^ immune cells were isolated by fluorescence-activated cell sorting (FACS) and used for scRNA-seq. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot showing all identified cell types. (**C**) UMAP plot showing macrophage subclusters in the control (C) and the telmisartan-treated (T) group. (**D**) Top significantly enriched Gene Ontology (GO) pathways showing the functional characteristics of each macrophage subcluster. The y-axis represents the statistical significance unit of the GO enrichment, expressed as the −log10 (adjusted *p*-value). (**E**) UMAP visualization of pseudotime trajectory of macrophages inferred by Monocle3. Numbered circles represent principal points on the inferred trajectory graph, where point 1 indicates the root node (pseudotime origin), and points 2 and 3 denote distinct terminal states.

**Figure 3:**
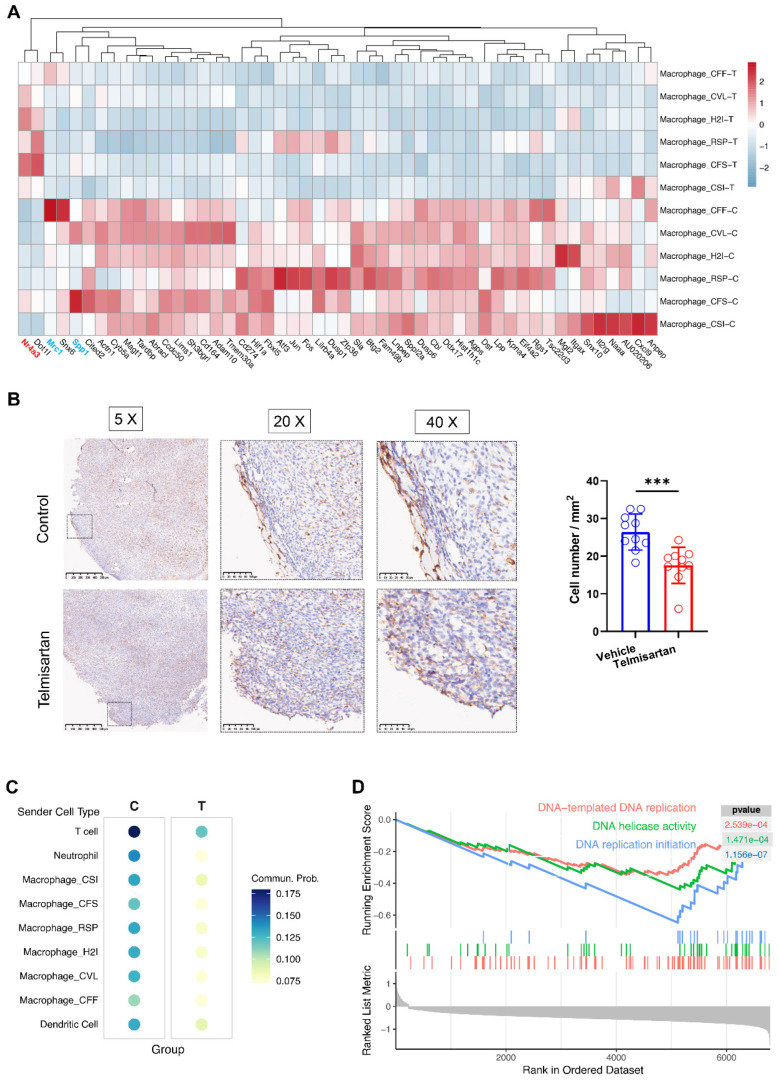
Telmisartan downregulates tumor-promoting signatures and suppresses the proliferation of macrophages. (**A**) Heatmap showing top 50 differentially expressed genes between the two groups across all macrophage subclusters. (**B**) Immunohistochemistry photos of CD206^+^ cells at the tumor border (n = 5/group). The difference in cell numbers between the two groups was analyzed using the *t*-test. (**C**) Dot plot showing the inferred communication probability of the *Ptprc-Mrc1* interaction in the two groups. Macrophage_CFF was selected as the target cells due to their prominent expression of *Mrc1*. (**D**) Gene set enrichment analysis (GSEA) revealed downregulated pathways linked to cell proliferation in the telmisartan-treated group. *** *p* < 0.001.

**Figure 4:**
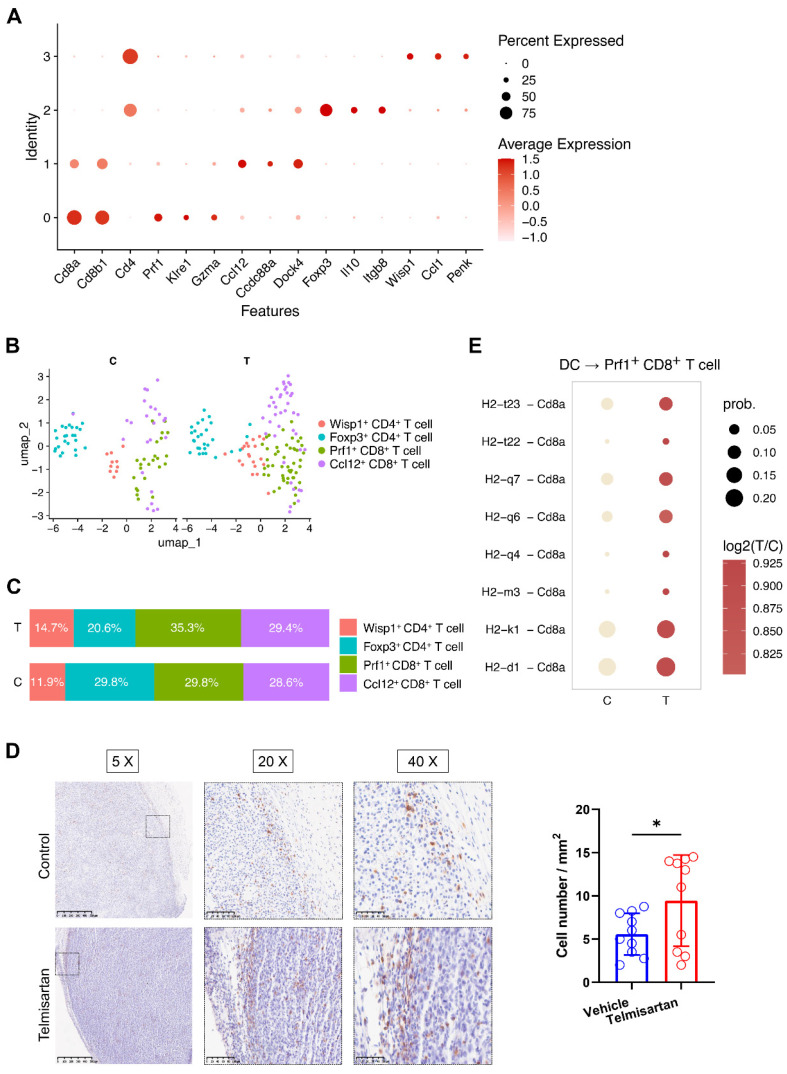
Telmisartan facilitates the infiltration of cytotoxic T cells and enhances major histocompatibility complex (MHC) class I antigen presentation. (**A**) Dot plot showing the top 3 markers of each T cell subcluster (two CD4^+^ subclusters and two CD8^+^ subclusters). (**B**) UMAP plot showing all identified T cell subclusters. (**C**) Stacked bar plots showing the proportion of T cell subclusters in the two groups. (**D**) Immunohistochemistry photos of CD8^+^ cells at the tumor border in the two groups (n = 5/group). The difference in cell numbers between the two groups was analyzed using the *t*-test. (**E**) Dot plot showing the inferred communication probability of MHC class I interactions between dendritic cells (DCs) and *Prf1*^+^ CD8^+^ T cells in the two groups. Cd8a was selected as a representation of MHC class I receptors. * *p* < 0.05.

## Data Availability

The raw scRNA-seq data are available in the Gene Expression Omnibus database (accession number GSE311461). Other data used and/or analyzed in the current study are available from the corresponding authors upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15080729/s1, Figure S1: Chemical structural formulas of telmisartan, valsartan, and candesartan; Figure S2: Dot plot showing the expression of canonical markers of non-macrophage clusters. Macrophage markers were excluded due to the potential confounding from abundant macrophage infiltration; Figure S3: Line graphs showing the variation trend of body weight of each group during the experiment. The significance of the main effect of the factors was measured using two-way repeated measures ANOVA. Statistical differences between the vehicle and telmisartan groups at specific individual time points were determined using a post hoc Šídák’s multiple comparisons test. * *p* < 0.05, ** *p* < 0.01; Figure S4: Violin plot showing the quality control data including the number of expressed genes (nFeature_RNA), the number of UMI counts (nCount_RNA), and the percentage of mitochondrial genes (percent.mt) in the two groups; Figure S5: Violin plot showing the expression of macrophage markers, monocyte-derived macrophage markers, and tissue-resident macrophage markers in the macrophage subclusters; Figure S6: Dot plot showing the top 3 markers of each macrophage subcluster; Figure S7: Immunohistochemistry photos of CD206^+^ cells at the tumor border (n = 5/group). The difference in cell numbers between the two groups was analyzed using the *t*-test; Figure S8: Immunohistochemistry photos of CD8^+^ cells at the tumor border (n = 5/group). The difference in cell numbers between the two groups was analyzed using the *t*-test; Figure S9: Relative communication probability between all macrophages and T cells in the two groups; Figure S10: Effect of telmisartan on tumor blood vessels. (A) IHC photo of CD31^+^ cells in the two groups. The red dash rectangular represents the tumor core, and the black dash rectangular represents the tumor border. (B) Histograms showing CD31^+^ blood vessels per mm^2^, sprouting vessels, direct distance between two ends, and vessel diameter of the two groups in tumor border. (C) Histograms showing CD31^+^ blood vessels per mm^2^, sprouting vessels, direct distance between two ends, and vessel diameter of the two groups in tumor core. *t*-test, * *p* < 0.05.

## Abbreviations

The following abbreviations are used in this manuscript:

CRC	colorectal cancer
Ang II	angiotensin II
AT1R	angiotansin II type 1 receptor
ARB	angiotensin II type 1 receptor blocker
PPARγ	peroxisome proliferator-activated receptor γ
scRNA-seq	single-cell RNA sequencing
i.g.	intragastric
FACS	fluorescence-activated cell sorting
GO	Gene Ontology
MHC	major histocompatibility complex
IHC	immunohistochemistry
GSEA	gene set enrichment analysis
DC	dendritic cell
TAM	tumor-associated macrophage
UMAP	uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

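Single-cell RNA sequencing of CD45+ cells was available for 1 capture on the BD Rhapsody system that held a pool of 5 control mice and a pool of 5 mice given 5 mg/kg telmisartan daily, harvested on day 13. The authors counted UMIs (molecules) per gene and putative cell with the BD Rhapsody WTA pipeline, from reads placed on mouse genome GRCm38 with GENCODE M19 genes. Intronic reads were included, and UMI errors were corrected by RSEC. The deposited values are these counts and, in a second table, counts of Sample Tag reads for 12 tags, of which tag 1 marks control and tag 2 telmisartan. Neither table had been normalized or filtered on cell quality. It was checked that every value is a whole number of at least 0 and that both tables list the same 20726 cells. No tag call for single cells is given, so the calls were made here. Tags other than 1 and 2 held 0.0794% of the 8041345 Sample Tag reads. Gene positions are from GENCODE M21 on the same genome, as the counts list gene symbols alone. *Ero1a* is listed there as *Ero1l* and *Ccn4* as *Wisp1*. Tumor growth, immunohistochemistry and the paper's processed single-cell object were not analysed here.

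A cell's group was the tag with at least 75% of its Sample Tag reads, given at least 10 such reads. Cells then needed 150 to 5000 genes and at most 20% mitochondrial UMIs, as in the paper. Scrublet scores were computed in scanpy 1.11.5 under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The automatic threshold of Scrublet marked no cell. Sample Tag multiplets made up 8.67% of cells within the limits, which at these group sizes predicts 9.51% of same-tag doublets, and that share of cells with the highest scores was removed. The prediction takes every multiplet as a doublet, although multiplets were no deeper than single cells.

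Cells were clustered in Seurat 5.3.0 under R 4.3.3 (the paper used R 4.5.1) with NormalizeData, 2000 variable genes, ScaleData, 30 principal components (15 for fewer than 500 cells), 20 neighbors and FindClusters at a resolution of 0.5. No resolution had been fixed for this step, and 0.5 was taken after the clusters had been looked at. A cluster was named after a class other than macrophages when at least 3 markers of that class were at least 4 times as high as in the other cells, with at least 10 UMIs and in at least 10% of its cells. The remaining clusters were named macrophage-like when they carried macrophage markers, the order of naming that the paper describes. Macrophage-like and T-like cells were clustered again, at the lowest resolution on a grid of 0.05 that gave at least as many clusters as the paper has. For macrophages this gave 7 in place of 6. Subclusters were matched to the paper's labels by the mean standardized level of the label's genes, and by number where a subcluster's 10 leading genes did not favor its label.

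UMIs were summed over the cells of a class and group and given as CPM (UMIs per 1000000). Genes with at least 100 UMIs in both groups together entered the comparison over all genes. Genes compared between the groups were taken from those the paper names, the genes of the lists, the markers of cell types, the receptors of telmisartan with *Ace* and *Pparg*, and the 5 largest rises and 5 largest falls among macrophage genes with at least 200 UMIs. This rule was fixed beforehand. Not every gene under it is discussed, and a further list of response genes, with the test that followed from it, is not reported here. Lists for DNA replication, immediate-early genes, monocytes, hypoxia, chemotaxis, monocyte-derived and tissue-resident macrophages, PPARG targets and MHC class I were also fixed beforehand, as was the use of Seurat's S-phase and G2/M genes. Lists for the responses to IL-4 and type I interferon were written after the largest rises and falls had been seen, so no percentile is given for them. The median log2 ratio of a list was set against 10000 random lists, each gene replaced by one of the 50 genes nearest in expression. The comparison was tested on simulated data, in which 200 of 11072 genes were changed in each of 20 sets. The share of changed genes with the right sign had a median of 100% over the sets. Of the intervals, 95.4% for changed genes and 95.6% for unchanged genes held the true ratio. The simulated sums were Poisson counts, the model behind the intervals, so this coverage follows by construction. Uneven counts between cells were not simulated, so the coverage does not extend to them. Of the lists of unchanged genes, 0 of 20 lay outside the central 95% of random lists.

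Each group was 1 pool, so there was no test between groups, no p-value and no count of changed genes. Precision is that of counting alone. The macrophage sums are deep enough that a gene with 3046 and 6352 UMIs has a log2 interval from 1.43 to 1.56, whereas T-like cells number 70 and 112. Alternatives covered the tag share (90%), the gene minimum (500), the mitochondrial limit (10%), no doublet removal, resolutions of 0.3 and 0.8, and scalings: UMIs per 10000 of each cell, the same after ln(1 + x), no scaling, totals without mitochondrial and ribosomal protein genes, TMM factors from edgeR 4.0.16 and cells thinned to 1000 UMIs (500 for T-like cells). Their effect is given in the closing section. Trajectories, Gene Ontology sets and the CellChat package were not used here.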

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

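All the tests in this part were chosen after the results had been seen, and the list of type I interferon response genes was itself written after that. Each group was 1 pool of 5 mice, so a difference between pools cannot be parted from an effect of telmisartan, and every explanation below is a hypothesis.

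Type I interferon response genes (*Ifit1*, *Ifit2*, *Ifit3*, *Rsad2*, *Mx1*, *Oasl1*, *Isg15*, *Cmpk2*, *Usp18* and *Ifi44*) were higher in telmisartan-treated macrophages, with a median log2 ratio of 1.06 and all 10 genes higher. The paper's text discusses none of them as a difference between the groups, none is labelled in its heatmap (Fig. 3A, read by eye), and *Rsad2* is among the genes of its macrophage_RSP label. Summed, they rose from 173 to 371 CPM. The median was 0.82 in dendritic-like cells (10 of 10 genes) and 1.68 in T-like cells (6 of 6 genes with enough UMIs). It lay between 0.65 and 1.07 in macrophages under 6 other scalings. The 10 highest genes took 11.8% of control and 11.9% of telmisartan macrophage UMIs, which leaves little room for a few genes to move the scale. A different mix of macrophage subclusters would bring the median to about 0 once the mix is held to that of control, and it was 0.52. A changed mix of these subclusters may thus account for part of the rise and not for the whole of it. A changed mix of cells within subclusters is not excluded. At that mix, 1 of the 10 genes was lower. Most of the list (*Ifit1*, *Ifit2*, *Ifit3*, *Rsad2*, *Mx1*, *Cmpk2*, *Isg15* and *Oasl1*) is among the 10 leading genes of subcluster 4, which makes that weighting uncertain. The median log2 ratio of those leading genes was -0.06 inside subcluster 4 and 0.96 outside it. What stays open, and untested, is a response to the drug, a stronger response in 1 or more mice of the pool, and a difference in handling between the pools.

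*Il10*, which the paper's text names for regulatory T cells and not for macrophages, was higher in telmisartan-treated macrophages. It had 331 UMIs in control and 1185 with telmisartan, 8.64 and 41.9 CPM, a log2 ratio of 2.28 (95% interval 2.10 to 2.46). The 6 other scalings gave 1.78 to 2.29. RNA from T cells is a poor source, since T-like cells held 39 *Il10* UMIs in control and 58 with telmisartan. Held to the control mix of subclusters, the log2 ratio was 1.86, so a changed mix of these subclusters may explain a small part and not the whole. A change in the mix of cells within subclusters is not excluded by this weighting. A drug effect, single mice and handling of the pools stay open, as none of them was tested.

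*Id3* was among the 5 largest rises in macrophages, a gene the paper's text does not discuss. It had 113 UMIs in control and 419 with telmisartan, 2.95 and 14.8 CPM, a log2 ratio of 2.33 (2.02 to 2.64), and 1.91 to 2.44 under the 6 other scalings. At the control mix of subclusters it was 1.94, which argues against a changed mix of these subclusters as the whole cause. The same explanations stay open as for *Il10*, with a changed mix within subclusters among them. The rise was not seen in dendritic-like cells, where *Id3* gave -0.11, and -0.30 to 0.43 under 5 other scalings. Both genes were singled out from many for their size, so their ratios may be overestimates, and the ranking rests on 1 pool per group.

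More telmisartan cells than control cells were over the mitochondrial limit. Before filtering, 5373 of 10222 telmisartan cells had over 20% mitochondrial UMIs (52.6%, 51.6 to 53.5%), against 3586 of 8738 control cells (41.0%, 40.0 to 42.1%). The paper does not report cells that failed its filters. Such cells may be damaged, and damage from handling of the telmisartan pool cannot be told apart from more dying cells in the treated tumors, because each group was 1 pool and the share of 52.6% is what either would give. Among the cells kept, the median mitochondrial share was 7.10% in control and 8.00% in the telmisartan-treated group.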

How the results depend on the processing

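Of the 93 alternatives set before the data were examined, 88 were run. The 5 on macrophage subcluster composition (a Sample Tag share of at least 90%, at least 500 genes per cell, at most 10% mitochondrial UMIs, no Scrublet removal, and each macrophage given to the label whose 3 genes score highest in it) were not run, because the defining genes of 6 of 7 subclusters differed between the groups and the composition is not reported. No paired analysis was possible because each group was 1 pool of mice. The alternatives that count the *H2-Eb1*-high cluster as macrophages, leave out the low-UMI cluster or count it with the other cells, weight subclusters to the control mix, pair a filter with thinned T cells, or apply the scalings to other genes and lists were chosen after the data had been seen. A value is said to move when it leaves the 95% counting interval of the reported value, and, where no other cause is named, the cause was not tested.

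The results on *Mrc1*, *Spp1*, *Nr4a3*, DNA replication genes, the *Ptprc*-*Mrc1* value and the *Foxp3*+ share kept their direction under every alternative run. Scaling moved the ratios most. Without scaling for depth, which lowers the median of all macrophage genes from -0.044 to -0.46 by construction, *Mrc1* (reported as -0.51) was -0.92, *Spp1* (-0.70) was -1.11, *Nr4a3* (1.50) was 1.08 and the DNA replication genes (-0.27) were -0.68. MHC class I genes in dendritic-like cells (0.095) reversed to -0.10 there, beside a median of -0.24 over all genes in those cells. With ln(1 + UMIs per 10000), the median of all genes was -0.17, *Mrc1* -0.34, *Spp1* -0.30, *Nr4a3* 1.15 and DNA replication -0.39. With UMIs per 10000 of each cell, the median was -0.061, *Spp1* -0.77, *Nr4a3* 1.41, DNA replication -0.31 and MHC class I 0.16. In cells thinned to 1000 UMIs, *Mrc1* was -0.55, *Spp1* -0.79, *Nr4a3* 1.34, DNA replication -0.37 and MHC class I 0.057. The median of all genes was also -0.035 without mitochondrial and ribosomal protein genes in the total, -0.054 with the TMM factor and -0.35 over shares of cells with a UMI.

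Among the filters, a Sample Tag share of at least 90% gave a macrophage share of 92.0% (reported as 89.7%), *Spp1* -0.65, DNA replication -0.23 and MHC class I 0.047. At most 10% mitochondrial UMIs gave a macrophage share of 88.8% and *Nr4a3* 1.58. Without Scrublet removal, *Spp1* was -0.69 and DNA replication -0.23. A lower clustering resolution gave a macrophage share of 90.8%. Counting the *H2-Eb1*-high cluster as macrophages gave 94.9%. The low-UMI cluster counted with the other cells gave a macrophage share of 68.7%. Leaving it out gave 87.0%, *Mrc1* -0.44, *Spp1* -0.66, DNA replication -0.19 and a median of all genes of -0.036. At the control mix of subclusters, *Mrc1* was -0.58, *Spp1* -0.72, *Nr4a3* 1.35, DNA replication -0.19 and the median of all genes -0.033. The subclusters are partly set apart by proliferation, so the value for DNA replication follows in part by construction.

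The *Prf1*+ share of T-like cells (9.82 points higher with telmisartan) kept its direction under the 7 alternatives set beforehand, from 0.179 to 16.7 points. It reversed in 2 of the 5 added pairings, to -0.433 points for thinned cells without Scrublet removal and to -0.357 points for thinned T cells chosen by Cd3 UMIs. The *Foxp3*+ share (-6.61 points) ranged from -13.4 to -4.64 points under its 7 alternatives and from -5.75 to -0.794 points in the added pairings. The *Ptprc*-*Mrc1* log2 ratio (-0.49) ranged from -0.48 to -0.45 under its 5 alternatives.

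Of the lists outside the results above, those for monocytes, hypoxia, chemotaxis and MHC class I were higher in macrophages under 5 of 6 other scalings. They were lower without scaling for depth, with sums at -0.24, -0.29, -0.11 and -0.21, all above the median of -0.46 over all genes on that scale. The sum of the PPARG targets (0.06) was -0.01 after ln(1 + UMIs per 10000) and -0.35 without scaling. Depth limits the T-like cells most. After thinning to 500 UMIs, 3 of 70 control and 5 of 112 telmisartan-treated cells carried *Prf1* with CD8, so their shares can show neither a rise nor a fall of this size.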

Differences from the paper's values

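For the *Foxp3*+ share of T cells in the telmisartan-treated group, the paper's value is about 21% (Fig. 4C, read by eye), and 13.4% was obtained here. Of the alternatives set before the data were examined, at most 10% mitochondrial UMIs (14.5%), the share of T-like cells with a *Foxp3* UMI (15.2%) and T cells chosen by Cd3 UMIs (20.0%) came within 1.5 times of it. A Sample Tag share of at least 90% (10.8%), at least 500 genes (13.5%), no Scrublet removal (10.3%) and thinning to 500 UMIs (5.36%) did not.

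For the *Ccl12*+ CD8+ share of T cells in control, the paper's value is about 29% (Fig. 4C, read by eye), and subcluster 4, the closest, held 14.3% (7.07 to 24.7%). A Sample Tag share of at least 90% (19.6%), at most 10% mitochondrial UMIs (20.5%) and no Scrublet removal (35.1%), all set before the data were examined, came within 1.5 times of it, and at least 500 genes (14.3%) did not. T cells chosen by Cd3 UMIs, also set beforehand, came within 1.5 times of it too. There, 21 of 72 control cells were in the subcluster led by *Ccl12*. Another subcluster scored higher for the label (0.56 against 0.23), so that match is uncertain. In the telmisartan-treated group the paper's value is also about 29% (Fig. 4C, read by eye), and 4.46% was obtained (1.47 to 10.1%). Only no Scrublet removal (25.5%) came within 1.5 times of it. A Sample Tag share of at least 90% (5.41%), at least 500 genes (4.50%), at most 10% mitochondrial UMIs (4.35%) and T cells chosen by Cd3 UMIs (15 of 105 cells) did not.

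The paper states that most genes in macrophages fell with telmisartan. Over 11072 genes, 57.0% were lower in CPM, and 91.3% were lower as UMIs per cell without scaling for depth. The paper's tally covers genes that passed a test, which 1 pool per group does not allow, so the tallies are not of the same genes.

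The paper describes 6 macrophage subclusters, and the grid used gave 7, with none that matched macrophage_H2I on its own. A finer grid, chosen after the values had been seen, gave 6. With the *H2-Eb1*-high dendritic-like cluster counted as macrophages, also chosen after the values had been seen, 1 of 6 subclusters (478 cells) was closest to macrophage_H2I. Without Scrublet removal there were also 6 subclusters, and the 1 closest to macrophage_CVL had all 3 of that label's genes among its 10 leading genes.

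The paper gives macrophage_CFS the highest monocyte signature. By the monocyte list, subcluster 4, closest to macrophage_RSP, was highest with 2644 CPM, and subcluster 6, closest to macrophage_CFS, was second with 2164. The paper also describes *Spp1* as elevated in macrophage_CFS. Over both groups together, subcluster 6 ranked 4th of 7 for it, with 2638 CPM, a rank that neither group alone gave. Subcluster 1, the highest for *Spp1* over both groups, had the second highest score for macrophage_CFS. Its label is therefore uncertain, and this is no firm difference.

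The paper describes 4 T cell subclusters with a *Wisp1*+ CD4+ subcluster among them, and none was separate here. With T cells chosen by Cd3 UMIs, an alternative set before the data were examined, 27 cells (9 control and 18 telmisartan) formed 1 that was closest to that label.

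The paper's statement that the distribution of macrophage subclusters did not differ was not compared, because the defining genes of 6 of 7 subclusters differed between the groups. The sizes of several of them were not alike in the 2 groups, so this is no agreement.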

Other observations

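The tests on depth, on *C1qa* in subcluster 4, on immediate-early genes and on PPARG targets were set before their results were seen. The tests on the mix of subclusters and on Sample Tag multiplets, and the list of IL-4 response genes, were chosen only after.

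Most macrophage genes were lower in the telmisartan-treated group without scaling, and its cells held fewer UMIs. The median log2 ratio of the shares of cells with a UMI was -0.35, and after thinning every macrophage to 1000 UMIs it was -0.049. Thinning gives the groups the same total, so a median near 0 would follow whatever had lowered the UMI counts, and the test decides nothing. Both groups were mixed before capture and sequencing, which argues against a fault of those steps in 1 group alone. Smaller cells with less RNA would be a biological effect. That cannot be told apart from damage in handling before the pools were mixed, as each group was 1 pool.

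Subcluster 4 of the T-like cells, closest to *Ccl12*+ CD8+ T cells, may hold macrophage RNA. It had 814 *C1qa*, 2584 *C1qb*, 2836 *Apoe* and 7803 *Lyz2* CPM. The other T cell subclusters had at most 37.4, 381, 901 and 1164, and macrophages 441, 1768, 1757 and 10517. Its median of 10475 UMIs per cell was above the 4496.5 of subcluster 1. Without the removal of cells with high Scrublet scores, 46 of 70 cells in the *Ccl12*+ subcluster were among those marked (65.7%), against 5 of 169 other T-like cells (2.96%). Had these pairs formed after the groups were mixed, many would carry both tags. Among cells with Cd3 UMIs, 7 of 71 with C1q UMIs at the macrophage level were Sample Tag multiplets (9.86%, 4.06 to 19.3%), against 17 of 185 with fewer C1q UMIs (9.19%) and 8.67% of all cells. This argues against chance pairs in the mixed suspension as the main source. It is limited in that multiplets were no deeper than single cells (medians of 7311 and 7682 UMIs). T cells attached to macrophages before the tags were added, and T cells that took up or express these transcripts, stay open and were not tested.

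Immediate-early genes, which rise when cells are dissociated, went both ways in macrophages, with 8 of 16 higher and a median log2 ratio of 0.03. They did so in dendritic-like cells (7 higher, -0.02) and in T-like cells (8 higher, 0.14) as well. The median changed sign in macrophages without scaling for depth and on the ln scale. A median near 0 over genes that go both ways decides nothing about handling of the pools.

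PPARG targets were set as a test of agonism by telmisartan. Their median log2 ratio in macrophages was 0.37, at percentile 99.3 of random lists. Only 4 of the 6 genes had enough UMIs there, and they went both ways: *Cd36* 0.70, *Fabp4* 0.54, *Plin2* 0.20 and *Lpl* -0.76. At the control mix of subclusters the median was 0.12. In dendritic-like cells all 4 genes with enough UMIs were higher, with a median of 0.84 (percentile 99.98) and a sum of 1.23 (1.07 to 1.39), and both stayed above 0 under the 6 other scalings. In T-like cells the median was -0.84, from 88 and 39 UMIs. The rise in dendritic-like cells is what agonism would give. With so few genes, which move apart in macrophages, and 1 pool per group, PPARG agonism could not be told apart from other causes. *Pparg* itself had 131 UMIs in control and 112 in telmisartan macrophages, a log2 ratio of 0.21 with an interval from -0.17 to 0.58. *Agtr1a*, the target of telmisartan, had 12 and 5 UMIs, *Agtr1b* 5 and 3, *Agtr2* 0 and 1, and *Ace* 38 and 15.

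IL-4 response genes (*Mgl2*, *Ccl17*, *Ccl24*, *Retnla*, *Pdcd1lg2*, *Mrc1*, *Chil3*, *Arg1* and *Clec10a*, with *Cd209d* too low) were lower in telmisartan-treated macrophages. The median log2 ratio was -1.32 with 9 of 9 lower, and -1.73 to -0.38 under the other scalings. The sum fell less (-0.20), since *Arg1* holds most of the UMIs and gave -0.04. In dendritic-like cells the median was -0.06, with 7 of 10 genes lower, and the sum fell more than in macrophages (-0.54, -0.59 to -0.50). In T-like cells the median was -0.88, from 5 genes of which 3 were lower. In macrophages at the control mix of subclusters, the median was -0.79, and *Mrc1* alone, one of the 9, gave -0.58. A changed mix of these subclusters may thus explain part of the list's fall and none of that of *Mrc1*. A changed mix of cells within subclusters is not excluded for either. A drug effect and differences between mice stay open and untested.

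Other lists fixed beforehand rose slightly in macrophages in CPM. The median log2 ratio was 0.16 for the monocyte list (percentile 94.3, 3 higher and 3 lower), 0.14 for hypoxia (percentile 97.8, 10 of 12 higher), 0.30 for chemotaxis (percentile 99.6, 6 of 7 higher) and 0.32 for MHC class I (percentile 99.8). At the control mix of subclusters the rises in hypoxia (0.03, 5 of 12 lower) and chemotaxis (0.08, 2 of 7 lower) were nearly gone, and that in MHC class I was not (0.33). Subcluster 6 has the highest sums of the hypoxia and chemotaxis lists, so this weighting takes part of their rise away by construction. The monocyte-derived list showed no clear direction. Its median was -0.28 (percentile 1.78), from 1 gene higher and 2 lower, and its sum was -0.05 and above 0 under 2 of 6 other scalings.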
